# Data for the generation of RNA spatiotemporal distributions and interpretation of Chk1 and SLBP protein depletion phenotypes during *Drosophila* embryogenesis

**DOI:** 10.1016/j.dib.2017.05.008

**Published:** 2017-05-13

**Authors:** Fabio Alexis Lefebvre, Louis Philip Benoit Bouvrette, Julie Bergalet, Eric Lécuyer

## Abstract

The data presented in this article is related to the research article entitled “Biochemical Fractionation of Time-Resolved *Drosophila* Embryos Reveals Similar Transcriptomic Alterations in Replication Checkpoint and Histone mRNA Processing Mutants” (Lefebvre et al., 2017) [1]. This article provides a spatiotemporal transcriptomic analysis of early embryogenesis and shows that mutations in the checkpoint factor *grapes*/Chk1 and the histone mRNA processing factor SLBP selectively impair zygotic gene expression. Here, lists of transcripts enriched in early syncytial embryos, late blastoderm embryos, cytoplasmic and nuclear extracts of blastoderm embryos are made public, along with transcription factor motif occurrence for genes enriched in each context. In addition, extensive lists of genes down-regulated upon Chk1 and SLBP protein depletion in embryos are released to enable further analyses.

## **Specifications Table**

**Table:** 

Subject area	Biology
More specific subject area	Embryogenesis, Transcriptomics, Histone mRNA processing
Type of data	Table, images (microscopy, correlation heatmaps),
How data was acquired	RNA-seq (Illumina Hi-Seq. 2000), Fluorescence microscopy (Leica DM5500B)
Data format	Analyzed
Experimental factors	Time after egg laying and subcellular localization
Experimental features	*Drosophila wt* embryos were collected and flash-frozen 0–45 min after egg laying (min AEL) and 90–180 min AEL. Chk1 (*grp*^*fs1*^) and SLBP (*Slbp*^*10/12*^ and *Slbp*^*10/15*^) mutant embryos were collected and frozen 0–180 min AEL.
Data source location	Montreal, QC, Canada
Data accessibility	Raw (fastq files) and processed (.xls) RNA-seq data was deposited at GEO with accession number GSE89001

## **Value of the data**

• Lists of transcripts enriched in early syncytial and in late blastoderm *wt* embryos can be useful to study zygotic genome activation in *Drosophila.*
• Lists of transcripts enriched in nuclear and cytoplasmic extracts of blastoderm *wt* embryos can be useful to study the dynamics of nucleocytoplasmic shuttling and the determinants of RNA localization.
• Lists of transcripts down-regulated in *grp* and *Slbp* mutant embryos can be useful to study replication stress and histone depletion response in embryogenesis.

## 1 Data

We used staged embryo collections, biochemical fractionation and RNA-seq to define transcripts enriched in early vs late embryogenesis and in the nuclear vs cytoplasmic compartments. We then analyzed mutants of DNA replication checkpoint and histone mRNA processing factors. We identified over 2500 transcripts with compromised levels in these mutants, most of which are normally enriched in late nuclei [1].

## 2 Experimental design, materials and methods

### 2.1 Time-resolved embryo collections

We sought to establish repertoires of transcripts enriched in ‘*Early/E*’ cleavage cycles (0–45 min AEL, mitotic cycles 1–6) and in ‘*Late/L*’ blastoderm (90–180 min AEL; mitotic cycles 10–14) embryos. *Wt* 90–180 min AEL embryos were collected for 90 min and kept at 25 °C for 90 more minutes. Embryos were collected and dechorionated as previously described [2]. We used formaldehyde fixation and DAPI staining [3] to validate the staged collections by fluorescence microscopy on a Leica DM5500B microscope (Fig. S1). We found that early samples all adopted preblastoderm syncytial morphology, while late samples were all cellularized blastoderm embryos.

### 2.2 RNA extraction and sequencing

In addition to time-resolved analysis, we aimed to assess the spatial distribution of transcripts during embryogenesis. We derived ‘*Nuclear/N*’ and ‘*Cytoplasmic/C*’ extracts from 90 to 180 min AEL blastoderm embryos through a subcellular fractionation protocol [4]. 

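snRNA:7SK, which binds P-TEFb, was the most abundant RNA of the cytoplasmic extracts, with 853983 ± 298762 normalized counts (SD, n = 2), against 51071 ± 3632 (SD, n = 2) in nuclear extracts. The 32 snRNAs, 7SK included, act in the nucleus and summed to 714960 and 1151221 in cytoplasmic and 73751 and 70214 in nuclear libraries. This runs against the names of the extracts, used here as labelled. With them run 80 of 89 ribosomal protein genes, higher in cytoplasmic extracts by limma and fewer without nuclear replicate 1. As a set these did not pass a test that allows for correlation between genes. Most zygotic genes of Tables S4 and S5 were higher in nuclear extracts. The study had chosen them as nuclear from these libraries, so that they cannot bear on the names. Whole wt embryos of 0 to 45 min (early) and both extracts of embryos of 90 to 180 min (late) gave 2 libraries each. The authors divided the read counts of 15682 genes by 1 size factor per library, with DESeq by the submitters' notes and DESeq2 by the paper. Dividing each library by its smallest step returned 100% of the values as whole reads within 0.01 reads. These summed to 26817392 and 28105432 reads in early embryos, 32315781 and 28654870 in cytoplasmic and 28711840 and 33866670 in nuclear extracts. The 10335 genes with a mean of at least 5 in at least 1 group were compared with limma on log2(normalized count + 1), which understates fold changes of low genes. Late levels are the mean of the log2 values of 2 cytoplasmic and 2 nuclear libraries. These may come from 2 collections, and their SD (n = 4) spans both extracts. In data simulated for nuclear against cytoplasmic extracts, 96% of genes raised and 88% of genes lowered 4-fold were recovered, but 20% and 18% of those changed by 1 log2 unit, with 5.9% of calls false. The 200 changed genes all had a base mean of at least 50 normalized counts. These rates do not cover lower genes or data with more changes. The sources used here do not say whether replicates came from separate collections, so that p-values measure only the spread between these samples.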

We extracted RNA of total early embryos and cytoplasmic and nuclear extracts of late embryos as previously described [4]. We used TRIZol^™^ according to the manufacturer׳s instructions and then purified RNA samples using the RNA Clean & Concentrator^™^-5 system (Zymo). We performed on-column DNAse I treatment (New England BioLabs); washes and elution were as described by the manufacturer. Samples with high RNA integrity number (R.I.N.) were selected to prepare RNA-seq libraries upon ribosomal RNA depletion using the RiboMinus kit (Thermo Fisher). Sequencing was performed using the Illumina HiSeq. 2000 machine and TruSeq PE Clusterkit v3-cBot-HS. FastQC v0.10.1 was used to assess read quality. Tophat v2.0.10 was used for alignment on the *Drosophila melanogaster* BDGP5.78/dm^3^ genome. Normalized read counts were derived from BAM files with Deseq. 2 and a threshold of 5 reads was applied in downstream analyses.

### 2.3 Identification of transcripts with asymmetric spatiotemporal expression

To define transcripts enriched in the early, late, nuclear and cytoplasmic material, we calculated enrichment ratios based on normalized read counts. For example, a nuclear enrichment score *N*_y_ for a given transcript was defined as *N*_y_=2×*N*_x_/(*E*_x_+*C*_x_+*N*_x_), where *E*_x_, *C*_x_ and *N_x_* correspond to normalized read counts mapped in the early syncytial, cytoplasmic blastoderm and nuclear blastoderm libraries. Gene lists were sorted based on this metric, yielding exponential distributions. We aimed to define an unbiased cut-off reflecting the dispersion of each exponential function and selected values exceeding *y*_min_×(*y*_max_/*y*_min_)^0.6^ for each distribution [5], [6]. This approach lead to the selection of genes responsible for the top 40% dispersion of the enrichment score distribution. Further methodological information on the selection approach is provided in the research article. 

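Z600, an inhibitor of mitosis on chromosome 3L from 15509061 to 15509513 in BDGP6.54, rose from 82 ± 87.6 normalized counts in early embryos (SD, n = 2) to 4074 ± 810 in late embryos (SD, n = 4, 2 of each extract), a log2 fold change of 6.18 (SE 0.50, adjusted p = 1.8e-07 from limma). Sry-alpha, needed for cellularization, had a log2 fold change of 5.14 (SE 0.32, adjusted p = 3.4e-08 from limma). By limma 760 genes were higher and 889 lower in late embryos at an adjusted p under 0.05, and 928 and 834 with upper quartile scaling. Early libraries are of whole embryos and late ones of extracts. In this and each later comparison of late with early embryos, stage cannot be told apart from an effect of fractionation. A fit without 1 library keeps 1 in that group. Here and below, its calls thus also reflect a change in power. The 1649 calls became 522 and 565 without early replicate 1 or 2, 3453 and 3313 without cytoplasmic replicate 1 or 2, and 255 and 289 without nuclear replicate 1 or 2. The written score, with (C + N)/(E + C + N) taken for late, selected 8423 nuclear, 8171 cytoplasmic, 9606 early and 10286 late genes of the 10335 scored.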

We defined 2821 nuclear transcripts, 1187 cytosolic transcripts, 364 early syncytial and 360 late blastoderm transcripts (Table S1). 

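Rfabg, the precursor of apolipophorin, had 11562 ± 6480 normalized counts (SD, n = 2) in nuclear and 287 ± 175 (SD, n = 2) in cytoplasmic extracts, a log2 fold change of 5.35 (SE 0.42, adjusted p = 3.6e-07 from limma). By limma 2779 genes were higher in nuclear and 2953 in cytoplasmic extracts, 5732 in all and 3283 without nuclear replicate 1. Upper quartile scaling gave 2919 and 2723 and moved the median of all genes from 0.24 to 0.54. It rests on the genes above 0 in each library. Of all genes listed these were 12046 and 11692 in nuclear and 10866 and 11249 in cytoplasmic libraries, a difference that can itself shift the median. The nuclear and late selections by the written score shared 8398 genes, against 8383 for independent lists (odds ratio 4.27, Fisher's exact test, two-sided p = 1.2e-06). Both scores hold the nuclear value, so that this p is descriptive. Of the 760 genes higher in late embryos by limma, 172 were higher in nuclear extracts, against 204 for independent lists (odds ratio 0.78, Fisher's exact test, two-sided p = 0.0057). In cytoplasmic extracts 188 were higher, against 217 (odds ratio 0.81, same exact test, p = 0.015). Genes are not independent and both limma tests use the same libraries, so that these p-values are descriptive too. Late levels average the log2 values of both extracts, which gives lower levels to genes that differ between extracts. Both shortfalls may come from this average. The 360 late and 364 early genes of Table S1, chosen by the study on these libraries and so no independent evidence, had median late versus early log2 fold changes of 2.99 and -1.87 (adjusted p = 0.016 and 0.023 with an estimated correlation). By limma 316 of the late genes rose, 173 and 179 without nuclear replicate 1 or 2. Of the early genes 234 fell, 36 and 41 without nuclear replicate 1 or 2 and 105 and 129 without early replicate 1 or 2.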

Nuclear and late blastoderm groups showed extensive overlap (Table S2). DAVID [7] was used to retrieve enriched GO terms and associated statistical significance values from protein-coding gene selections, with all *Drosophila* proteins as a background. 

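Segmentation, dorsoventral and Hox genes, in lists fixed before the data were examined, were often higher in nuclear than in cytoplasmic extracts. By limma these were 8 of 12 gap and head genes, 4 of 9 pair-rule, 5 of 8 segment polarity, 8 of 8 Hox and 9 of 22 dorsoventral genes (9, 1, 5, 8 and 9 adjusted over the list alone). Kr, a gap gene, and Antp, a Hox gene, had log2 fold changes of 1.72 (SE 0.35, adjusted p = 4.9e-04 from limma) and 3.10 (SE 0.48, adjusted p = 4.8e-05). In late against early embryos 11 gap and head, 9 pair-rule, 4 segment polarity, 1 Hox and 19 dorsoventral genes rose (11, 9, 5, 0 and 20 adjusted over the list alone). All 17 cellularization genes tested and 6 of 8 genes of X chromosome counting and dosage rose in late embryos (17 and 6 adjusted over the list alone). Between extracts 6 cellularization genes were higher and 2 lower in nuclei (2 and 0 without nuclear replicate 1 or 2). With an estimated correlation, camera gave adjusted p = 0.1 for X counting, 0.38 for segment polarity, 0.74 for Hox and 0.11 for the other 4 lists in late embryos, and 0.7 or above between extracts. Without nuclear replicate 1 or 2, 3 and 4 gap and head, 1 and 1 pair-rule, 2 and 4 Hox and 5 and 5 dorsoventral genes were higher in nuclei, as were 3 segment polarity genes without nuclear replicate 1 and 8 without cytoplasmic replicate 2, and 1 segment polarity gene rose in late embryos (2 and 1 without early replicate 1 or 2). Without cytoplasmic replicate 1, 1 pair-rule and 4 Hox genes were higher in nuclei, and without early replicate 1 or 2, 2 pair-rule genes.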

Gene ontology enrichment analysis [7] showed that nuclear and late blastoderm selections were largely functionally redundant (Table S3). 

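The 173 zygotic genes of Table S4 (De Renzis et al.) had median levels of 144 normalized counts in early embryos, 428 in cytoplasmic and 1081 in nuclear extracts. For the 116 of Table S5 (Lécuyer et al.) the medians were 470, 722 and 2532. By limma 109 genes of Table S4 and 96 of Table S5 were higher in nuclear extracts, with median log2 fold changes of 1.38 and 1.78 (adjusted p = 0.34 and 0.13 with an estimated correlation). In late against early embryos 124 genes of Table S4 rose, and 43 genes of Table S5 rose and 10 fell by limma, with medians of 2.29 and 0.45 (adjusted p = 0.055 and 0.18 with an estimated correlation). Both tables hold only genes that the study had placed in its nuclear selection, so that they are no independent evidence of this direction. Without nuclear replicate 1 or 2, 63 and 69 genes of Table S4 were higher in nuclei, and 23 and 22 of Table S5 rose in late embryos (31 and 32 without early replicate 1 or 2), with at most 2 falls in each of these fits.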

We used previous surveys of zygotic genes established by De Renzis et al. [8] and Lécuyer et al. [9], which revealed sizeable overlap with transcripts enriched in the nuclear fraction of blastoderm embryos (Tables S4 and S5). We retrieved 2000 bp sequences upstream of the transcription start for genes enriched in each spatiotemporal context and used HOMER [10] “known motif” resource to identify overrepresented transcription factor binding motifs with the default settings. We provide detailed lists of motif occurrence for genes enriched in each context (Tables S6–S9). Binding sites of the Caudal transcription factor were predominant in the promoter regions of transcripts expressed in early embryos (Table S6), while Zelda binding sites were overrepresented among transcripts enriched in late blastoderm embryos (Table S7) and corresponding nuclear extracts (Table S8). 

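vfl, the files' name for the gene of Zelda, had 16845 ± 3128 normalized counts (SD, n = 2) in nuclear and 1926 ± 509 (SD, n = 2) in cytoplasmic extracts, a log2 fold change of 3.14 (SE 0.31, adjusted p = 1.7e-06 from limma). Between late and early embryos neither vfl nor cad, the gene of Caudal, passed limma, with log2 fold changes of -0.14 (adjusted p = 0.78) and -0.15 (adjusted p = 0.8). The late value averages the log2 values of both extracts, which differ for vfl, so that -0.14 does not show an unchanged level. Of the 360 late genes 169 have a Zelda site in Table S7, and of the 364 early genes 291 have a Caudal site in Table S6. Late genes with a Zelda site had a median late versus early log2 fold change of 3.57, those without of 2.65 (two-sided permutation test, p = 1.0e-05, the smallest that 100000 permutations give, adjusted p = 8.0e-05 over 8 tests, 6 of them in the mutants). Early genes with a Caudal site had a median of -1.88 and those without of -1.87 (permutation test, adjusted p = 0.81). The lists and the sites are the study's own. From enrichment ratios the paper ranked genes, searched sequences upstream of them for known motifs, and states that Caudal sites prevailed among early genes and Zelda sites among late and nuclear genes.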

The DNA replication element (DRE) was enriched among transcripts found in cytoplasmic extracts of blastoderm embryos (Table S9).

### 4.4 Impact of *grapes*/Chk1 and SLBP mutations

We then aimed to contrast the impact of Chk1 and SLBP protein depletions on early embryogenesis. We collected 0–180 min AEL embryos from mothers with the allelic combinations *grp* ^*fs1*^, *Slbp*^*10/12*^ and *Slbp*^*10/15*^. 

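grp, on chromosome 2L from 16680054 to 16699926 in BDGP6.54, had 13710 ± 571 normalized counts (SD, n = 2) in wt and 1888 ± 241 (SD, n = 2) in grp fs1 embryos, a log2 fold change of -2.86 (SE 0.09, adjusted p = 4.4e-06 from limma). Slbp had 2825 ± 68.7 in wt, 223 ± 18 in Slbp 10/12 and 224 ± 54 in Slbp 10/15 embryos (SD, n = 2 each), log2 fold changes of -3.66 and -3.67 (SE 0.16 each, adjusted p = 4.8e-05 and 4.2e-05 from limma). Each genotype gave 2 libraries, which pool all stages of a collection. Whole reads of 15288 genes came back as before, and summed to 17368684 and 18813175 in wt, 23005360 and 22310149 in grp fs1, 22204590 and 23410870 in Slbp 10/12 and 18758625 and 21264605 in Slbp 10/15. In replicate 2 of the last, a step near 1 cannot be told from rounding. The same test covered 9868 genes. In data simulated for grp fs1 it recovered 96% of genes raised and 82% of genes lowered 4-fold and 86% and 70% of those changed by 1 log2 unit, with 9.2% of calls false. Again 200 genes with a base mean of at least 50 were changed. In the measured data only 904 of the 2323 falls of at least 4-fold in grp fs1 have a wt mean of at least 50, so that these rates do not cover the others.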

Mutant embryos were obtained through crosses of trans-heterozygous mothers with *wt* OregonR males. We also collected *wt* embryos using the corresponding time-line, proceeded to RNA-seq and identified genes displaying a 4-fold or greater decrease in the mutants based on normalized read counts (Table S10). 

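Falls of at least 4-fold outnumbered rises in all 3 mutants. AOX3, an aldehyde oxidase, fell in grp fs1 from 3337 ± 17.6 to 7.49 ± 1.28 normalized counts (SD, n = 2 each), a log2 fold change of -8.63 (SE 0.11, adjusted p = 6.1e-08 from limma). Its log2 fold change in grp fs1 against the mean of the Slbp mutants was -8.82, so that this mean did not share the fall. BthD, a selenoprotein, rose from 8.47 ± 1.18 to 1151 ± 122 in grp fs1, 1610 ± 158 in Slbp 10/12 and 1725 ± 12.8 in Slbp 10/15 (SD, n = 2 each; adjusted p = 1.2e-06 or lower from limma). Of 9672 genes with a wt mean of at least 5, 2323 fell at least 4-fold in grp fs1, 2707 in Slbp 10/12 and 2636 in Slbp 10/15, 3046 in any, while 68, 111 and 128 rose as much. Of these falls 2056, 2413 and 2441 passed limma. By limma at any size 1407 genes rose and 2836 fell in grp fs1, 1539 and 3256 in Slbp 10/12, and 1979 and 3837 in Slbp 10/15. For upper quartile scaling the quartile was taken over the genes above 0 in each library. Of all genes listed, 8987 to 10915 were above 0 in mutant and 11499 and 11524 in wt libraries. Fewer such genes raise the quartile, so that this scaling can itself lower mutant values. Upper quartile scaling moved the median of all genes from -0.10, -0.11 and -0.19 to -0.30, -0.35 and -0.43 and gave 339 and 3535, 328 and 4509, and 453 and 4842. With edgeR they were 1993 and 1846, 2267 and 2583, and 2445 and 2951, with DESeq2 1235 and 1603 in grp fs1, and with at least 5 in every library, which removes genes that fell, 1285 and 955, 1350 and 1032, and 1834 and 1578. In the main fit 4243, 4795 and 5816 genes were called in all. Without wt replicate 1 or 2, falls of at least 4-fold between means numbered 2351 and 2261 in grp fs1. They numbered 2713 and 2596 in Slbp 10/12 and 2618 and 2502 in Slbp 10/15. Without replicate 1 or 2 of the mutant they were 1852 and 2795 in grp fs1, 2716 and 2709 in Slbp 10/12, and 2659 and 2519 in Slbp 10/15.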

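The Hox gene Ubx had 253 ± 3.61 normalized counts in wt, 0.942 ± 1.33 in grp fs1, 7.07 ± 4.83 in Slbp 10/12 and 3.29 ± 4.66 in Slbp 10/15 (SD, n = 2 each). By limma 11, 10 and 12 of 12 gap and head genes fell in grp fs1, Slbp 10/12 and Slbp 10/15 (11, 11 and 12 adjusted over the list alone), with medians of -3.26, -3.74 and -3.33. Of 9 pair-rule genes 8, 8 and 8 fell (9, 8 and 9 adjusted over the list alone), with medians of -4.76, -3.90 and -3.00, and of 8 Hox genes 8, 7 and 7 (8 each), with medians of -5.78, -4.08 and -5.17. Camera gave adjusted p = 0.72, 0.66 and 0.68 with an estimated correlation for each. That correlation rests on 2 libraries per group, which differ in grp fs1 (pair-rule sums of 105 and 408 normalized counts). These p-values thus do not show that the lists did not fall. vfl did not pass limma (adjusted p = 0.68, 0.14 and 0.35). Hox genes summed to 517 and 661 normalized counts in the early libraries and 1066 and 1308 in wt. Muscle and cuticle genes of older embryos fell in the mutants as well, so that older embryos in the wt collections stay open for the Hox falls. Without wt replicate 1, 1, 4 and 2 gap and head, 1, 2 and 2 pair-rule and 3, 3 and 5 Hox genes fell, and without wt replicate 2, 1, 5 and 2, 1, 2 and 2, and 3, 3 and 4. Without grp fs1 replicate 1, 4 gap and head and 3 pair-rule genes fell in grp fs1, without Slbp 10/15 replicate 2, 7 and 5 in Slbp 10/15, and without Slbp 10/12 replicate 1, 5 pair-rule and 4 Hox genes in Slbp 10/12 (4 pair-rule genes without replicate 2).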

The functional signatures of transcripts affected in the three mutants were related to transcription factor activity (Table S11). We conducted HOMER analysis of promoter sequences for genes exhibiting a 4-fold or greater decrease in each mutant and provide detailed lists of motif occurrence in each case (Tables S12–14). TATA-box were most prevalent for all three mutants. In addition, a strong majority of transcripts compromised in the mutants were enriched in nuclear extracts of *wt* blastoderm embryos (Fig. S2). 

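The 2913 tested genes with a 4-fold fall in any mutant had a median nuclear versus cytoplasmic log2 fold change of 1.30. By limma 1131 of them (38.8%) were higher in nuclear and 83 in cytoplasmic extracts. The nuclear selection by the written score held 98.1%, 98.6% and 98.4% of the genes that fell in grp fs1, Slbp 10/12 and Slbp 10/15, and 80.7% of the 9436 genes that could pass both criteria. The odds ratios were 17.18, 25.13 and 21.65 (Fisher's exact test, two-sided, adjusted p = 5.0e-173, 1.2e-223 and 3.1e-210 over 12 tests). The cut-off of 0.3404 on the nuclear score lies below the score of a gene equal in early, cytoplasmic and nuclear libraries. These odds ratios show that falls were seldom low in nuclear extracts, and not by themselves that they were enriched there. The cytoplasmic selection had an odds ratio of 0.17 in each mutant. For the early selection the odds ratios were 0.18, 0.07 and 0.11 and for the late selection 0.29, 0.36 and 0.35, against 4.73, 3.93 and 4.25 and 6.38, 31.32 and 16.18 for the early and late genes of Table S1. The early and late selections by the written score held 8920 and 9395 of the 9436 genes. Their odds ratios thus rest on the few genes outside them and do not show a lack of early or late genes among the falls. For all falls by limma the nuclear odds ratios were 6.61, 2.99 and 0.68. For 4-fold falls and a ratio to the mean of the other groups, chosen after seeing the data, they were 3.44, 4.29 and 4.06. Genes are not independent, so that these p-values are descriptive.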

When comparing transcript levels in *wt* and mutant samples, we found that Spearman׳s (ρ) and Pearson׳s (r) coefficients were weak for the population of transcripts enriched in late blastoderm embryos (Fig. S3). 

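slam, a cellularization gene among the late genes of Table S1, fell from 13805 ± 141 normalized counts in wt to 5699 ± 1330 in grp fs1, 5270 ± 297 in Slbp 10/12 and 7424 ± 1025 in Slbp 10/15 (SD, n = 2 each; adjusted p = 0.0015, 0.0011 and 0.0033 from limma). Across the 288 of these late genes in the mutant table, wt and mutant means had Pearson's r of 0.64, 0.86 and 0.80 (0.82, 0.92 and 0.95 on the log2 scale) and Spearman's rho of 0.81, 0.90 and 0.93 for grp fs1, Slbp 10/12 and Slbp 10/15, against 0.99 and 0.97 between wt replicates. Among 1000 random lists matched on wt level these rho values lay at percentiles 0.0, 100 and 100. The written score took 10286 of 10335 genes as late, which is nearly all. Across the 9486 late genes by the written score, r was 0.99, 0.99 and 0.98 (0.94, 0.93 and 0.93) and rho 0.96, 0.95 and 0.95. These are across genes, which are not independent replicates.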

To extend this analysis, we independently compared the fold change resulting from each mutation considering six groups of asymmetrically expressed transcripts. 

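Most maternal RNAs listed for axis formation and the cell cycle did not pass limma in the mutants. Of 23 maternal axis and germ plasm genes 5, 5 and 7 rose and 1, 3 and 4 fell in grp fs1, Slbp 10/12 and Slbp 10/15 (5, 5 and 6, and 0, 2 and 3 adjusted over the list alone), with medians of 0.14, 0.08 and 0.05. Of 20 maternal cell cycle and clearance genes 7, 3 and 7 rose (8, 2 and 7 adjusted over the list alone), and 2 fell in grp fs1 and 2 in Slbp 10/15 (2 and 1), with medians of 0.16, 0.06 and 0.04, and with upper quartile scaling the medians of both lists lay between -0.20 and -0.04. That scaling can itself lower mutant values, as described above. With that scaling 6 and 8 axis genes fell in Slbp 10/12 and Slbp 10/15, while 2 and 3 rose, and 6 and 5 cell cycle genes fell, while 0 and 0 rose. In Slbp 10/12 without it, 0 of the latter fell by limma and edgeR, 3 by DESeq2 and 3 at an unadjusted p under 0.05. Of them 2 rose in grp fs1 without wt replicate 1 or 2, 1 in grp fs1 and 1 in Slbp 10/12 without replicate 1 of that mutant, and 2 in Slbp 10/15 without its replicate 2 or wt replicate 1. Of the axis genes 4 rose and 1 fell in Slbp 10/12 without its replicate 1 or wt replicate 1, and 4 rose and 3 fell in Slbp 10/15 without its replicate 2 or wt replicate 1. The cytoplasmic selection by the written score had medians of -0.02, -0.05 and -0.11 and the early selection of -0.06, -0.07 and -0.13, above those of all other genes (adjusted p = 0.0035, 0.0054 and 0.032, and 0.013, 0.015 and 0.032 with an estimated correlation). These selections hold 8171 and 9606 of the 10335 genes scored, and so most genes. The 318 early genes of Table S1 had medians of -2.54, -2.60 and -2.60, and of -2.05, -1.90 and -1.76 with the 50, 80 and 94 genes that have a group at 0 set to a bound of 3 counts per library. Early genes with a Caudal site had medians of -2.73, -2.73 and -2.72 (-2.20, -2.17 and -1.94 at the bound) and those without of -0.07, -0.43 and -0.95 (permutation test, adjusted p = 1.3e-04, 0.0066 and 0.0096). Of all 318, 183, 206 and 255 fell by limma and 73, 118 and 166 by DESeq2 (adjusted p = 0.3, 0.17 and 0.085 with an estimated correlation), and without wt replicate 1 or 2, 118 and 110 in grp fs1 and 137 and 131 in Slbp 10/12. Muscle and nerve genes of older embryos summed to 49033 and 44188 normalized counts in the early libraries, 35462 and 38247 in wt and 9281 to 14244 in the mutants. Late libraries held this RNA too, at 10329 and 39094 in cytoplasmic and 57752 and 32386 in nuclear extracts.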

Levels of ovarian transcripts (Table S15), transcripts enriched in early syncyctial embryos (Table S16) and transcripts enriched in the cytoplasmic extracts of blastoderm embryos (Table S17) were not severely compromised by the mutations. By contrast, levels of transcripts defined as ‘purely zygotic’ [8] by De Renzis et al. (Table S18), transcripts enriched in late blastoderm embryos (Table S19) and transcripts enriched in nuclear extracts of blastoderm embryos (Table S20) were severely down-regulated in *grp* ^*fs1*^, *Slbp*^*10/12*^ and *Slbp*^*10/15*^ mutants.

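wg, the Wnt ligand, fell from 437 ± 50.1 normalized counts in wt to 5.17 ± 3.35 in grp fs1 (SD, n = 2 each), a log2 fold change of -6.26 (SE 0.75, adjusted p = 0.0015 from limma). By limma 18, 17 and 21 of 22 dorsoventral genes fell in grp fs1, Slbp 10/12 and Slbp 10/15 (20, 18 and 21 adjusted over the list alone), 7, 5 and 7 of 8 segment polarity genes (8, 6 and 8) and 8, 17 and 17 of 17 cellularization genes (8, 17 and 17). Camera gave adjusted p = 0.66 to 0.72 with an estimated correlation for these lists. With 2 libraries per group behind that correlation, such p-values, here and below, do not show that genes did not fall. Of the 173 genes of Table S4, 123, 120 and 146 fell, with medians of -3.41, -3.74 and -3.86 (adjusted p = 0.36, 0.52 and 0.54 with an estimated correlation). Of the 288 late genes of Table S1, 166, 204 and 229 fell, with medians of -2.48, -3.45 and -2.88, or -2.36, -3.35 and -2.82 with genes at 0 set to their bound (adjusted p = 0.36, 0.49 and 0.53 with an estimated correlation). DESeq2 gave 116, 166 and 140. Those with a Zelda site had medians of -2.41, -3.71 and -2.97 and those without of -2.54, -2.84 and -2.71 (-2.33, -3.67 and -2.97, and -2.37, -2.70 and -2.55 at the bound; permutation test, adjusted p = 0.47, 8.0e-05 and 0.14). The nuclear selection by the written score had medians of -0.21, -0.15 and -0.11, against 0.10, -0.07 and -0.29 for all other genes (adjusted p = 0.22, 0.69 and 0.4 with an estimated correlation). With a ratio to the mean of the other groups, chosen after seeing the data, the medians were -1.34, -1.75 and -1.63. Without wt replicate 1 or 2, 21 and 22, 39 and 40, and 34 and 36 genes of Table S4 fell, 30 and 36, 86 and 86, and 57 and 59 late genes, and 4 and 4, 8 and 8, and 4 and 5 cellularization genes. With either left out, 4, 5 and 7 dorsoventral and 3, 1 and 2 segment polarity genes fell. Without grp fs1 replicate 1, 47 genes of Table S4, 58 late, 9 dorsoventral, 3 segment polarity and 4 cellularization genes fell in grp fs1. In Slbp 10/12, 68 genes of Table S4, 120 late, 7 dorsoventral and 1 segment polarity gene fell without its replicate 1, 75 of Table S4 and 126 late genes without its replicate 2, and 8 segment polarity genes without Slbp 10/15 replicate 1 or 2. In Slbp 10/15, 91 genes of Table S4, 110 late, 4 segment polarity and 11 cellularization genes fell without its replicate 2. From the fold changes of 6 groups of transcripts, the paper states that purely zygotic, late and nuclear transcripts were severely down-regulated, while ovarian, early and cytoplasmic transcripts were not severely compromised.

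**Figure D1:**
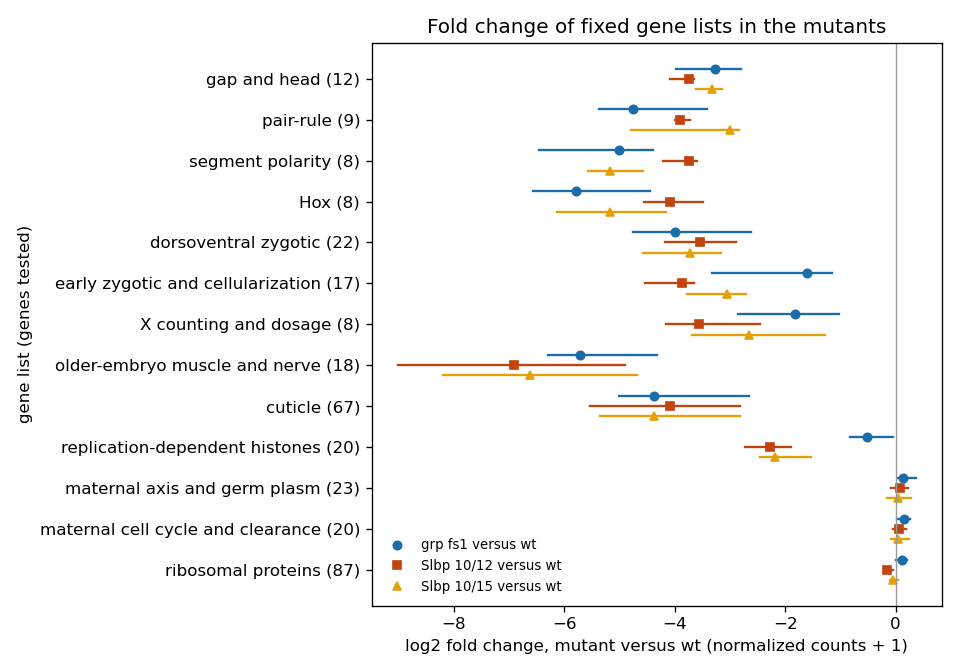
Median log2 fold change against wt (point) and 25% to 75% quartiles (bar) of 13 gene lists in grp fs1 (circles), Slbp 10/12 (squares) and Slbp 10/15 (triangles) embryos. The maternal and ribosomal lists lie near 0 and turn negative with upper quartile scaling in grp fs1, while the histone list lies at -0.52 in grp fs1 and -2.28 and -2.19 in the Slbp mutants. Upper quartile scaling can itself lower mutant values, since it rests on the genes above 0 in each library. In each Slbp mutant 15 histone genes fell by limma and 8 by edgeR, but 4 in Slbp 10/12 and 3 in Slbp 10/15 by DESeq2.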

## Appendix A Supplementary material

Fig. S1. Morphological validation of staged embryo collections. *Wild-type* embryos collected 0–45 min AEL (left) and 90–180 min AEL (right) were dechorionated, fixed, stained with DAPI and examined to determine corresponding mitotic cycle.

Fig. S2. Spatiotemporal distribution of transcripts impaired in *grp*^fs1^, *Slbp*^10/12^ and *Slbp*^10/15^ embryos. Venn diagrams of genes exhibing a 4-fold or greater decrease in *grp*^fs1^ (top), *Slbp*^10/12^ (center) and *Slbp*^10/15^ (bottom) and groups of RNAs enriched in early syncytial (E), late blastoderm (L), cytoplasmic (C) and nuclear (N) blastoderm extracts.

Fig. S3. Correlation heatmaps of spatiotemporally-restricted transcript levels in *wt*, *grp*^fs1^, *Slbp*^10/12^ and *Slbp*^10/15^ embryos. Correlation heatmaps of normalized read count distributions in *wt*, *grp*^fs1^, *Slbp*^10/12^ and *Slbp*^10/15^ embryo extracts. Correlations were independently derived for groups of RNAs enriched in each spatiotemporal group. Spearman׳s (*ρ*) and Pearson׳s (*r*) coefficients are indicated with associated *P*-values designated by asterisks. Color intensity is proportional to *r*.

How the deposited data were processed for this re-analysis (not part of the article)

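RNA of wt Oregon R embryos collected 0 to 45 min after egg laying, of cytoplasmic and nuclear extracts of wt embryos of 90 to 180 min, and of wt, grp fs1, Slbp 10/12 and Slbp 10/15 embryos of 0 to 180 min was sequenced by the authors, with 2 libraries per group. Per the paper and the submitters' processing notes, the libraries were depleted of ribosomal RNA (RiboMinus), sequenced on a HiSeq, aligned with TopHat to BDGP5.78/dm3 and counted per gene with featureCounts. The signal used here is the normalized count per gene, made by the authors by dividing the counts of each library by 1 size factor (DESeq in the notes, DESeq2 in the paper). The FPKM columns of the mutant table, made by the authors by dividing by gene length and library size, were not used in any test. Whole reads were recovered from the smallest step of each library and used only for depth, edgeR and DESeq2.

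The totals ran from 17368684 to 33866670 reads per library, and genes near 5 normalized counts rest on few reads. Genes with a mean of at least 5 in at least 1 group were tested with limma 3.58.1 (R 4.3.3) on log2(normalized count + 1), with a trended variance, 1 term per group and no block, two-sided, and with Benjamini-Hochberg adjustment per comparison, at an adjusted p under 0.05. The 7 comparisons were late with early embryos, nuclear with cytoplasmic extracts, each mutant with wt, grp fs1 with the mean of the Slbp mutants, and the Slbp mutants with each other. The sources used here do not say that replicate numbers pair the samples.

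Enrichment scores and cut-offs followed the paper's formula with the exponent 0.6. For late embryos the paper's text does not give the score. Falls of at least 4-fold were taken between group means with a wt mean of at least 5. Fisher's exact test and Benjamini-Hochberg over 12 tests compared them with the selections. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. The columns of Table S1 for early and late genes are complete here, but only 1998 of the 2821 nuclear and 1186 of the 1187 cytosolic genes are listed, so that these columns entered no set test. Motif tables were compared by permutation (100000 permutations, Python 3.11.15, scipy 1.17.1).

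Chosen before the data were examined were the tests, 23 gene lists and the rule for named genes. Per comparison the rule takes the 6 largest rises and 6 largest falls with a mean of at least 50 in the higher group and libraries that do not overlap, genes the paper names, and 2 to 4 examples per list. The members of Tables S1, S4 and S5 had been seen. The alternatives were a pseudocount of 5, no filter, at least 5 in every library, a replicate block, upper quartile scaling, edgeR 4.0.16, DESeq2 1.42.0, only the groups compared, and leaving out each library. Promoter sequences were not searched, since no genome sequence was used here, and the ovarian group (Table S15) was not analysed.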

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

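Of the tests in this part, those of the muscle and cuticle lists, of genes that rose late, of falls against other genes, and both of wt RNA in grp fs1 replicate 2 were chosen after the result was seen. grp fs1 and the mean of the Slbp mutants, compared directly with limma, differed at 3523 genes, 1914 higher and 1609 lower in grp fs1 (1758 and 963 with upper quartile scaling). Of these 323 were higher and 246 lower by at least 4-fold. In all 3 mutants 1960 genes fell at least 4-fold. Pearson's r of log2 fold changes was 0.821 and 0.816 between grp fs1 and Slbp 10/12 and Slbp 10/15. Simulated unchanged groups, which share wt too, gave 0.498 and 0.499. By limma 133 and 279 genes changed in opposite directions. w, the eye pigment transporter, had 10361 ± 71 normalized counts (SD, n = 2) in grp fs1 and 46.7 ± 26.7 (SD, n = 4) in Slbp embryos, a log2 fold change of 7.91 (SE 0.36, adjusted p = 2.3e-05), and AOX3 one of -8.82 (SE 0.09, adjusted p = 1.8e-08). Of 20 replication-dependent histone genes, whose copies share reads, 12 were higher in grp fs1 (3 by DESeq2, 15 adjusted over the list alone, adjusted p = 0.98 with an estimated correlation), as were 8 of 17 cellularization genes (same p). Genes at least 4-fold higher than wt in all 3 mutants, which the paper does not discuss, numbered 19. The muscle and nerve list summed to a mean of 46610 normalized counts in the early libraries, against 10329 and 39094 in cytoplasmic and 57752 and 32386 in nuclear libraries.

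Of 18 muscle and nerve genes 13, 16 and 16 fell in grp fs1, Slbp 10/12 and Slbp 10/15 (in grp fs1 8 by edgeR, 6 by DESeq2 and 4 with only the groups compared; 2 and 2, 2 and 3, and 2 and 1 without wt replicate 1 or 2, 8 in grp fs1 without any 1 Slbp library, and 10 in Slbp 10/12 without its replicate 1). Of 67 cuticle genes, counting Cpr, a P450 reductase caught by the name pattern, 51, 54 and 53 fell (23, 38 and 37 by DESeq2; 24, 31 and 33 without wt replicate 2, and 28 and 32 in grp fs1 and Slbp 10/12 without wt replicate 1). Adjusted over the list alone, 16, 16 and 16 and 57, 56 and 55 fell, and with an estimated correlation camera gave adjusted p = 0.72, 0.66 and 0.68 for both lists. Older embryos retained by wt mothers are a candidate source, although the paper describes all early embryos as preblastoderm: Mhc had 8909 ± 1049 (SD, n = 2) in early embryos. Nuclear replicate 1 held more muscle and nerve RNA (57752) than either early library, the other late libraries less. The 76 listed genes with a 4-fold fall had a median late versus early log2 fold change of -1.25, which older embryos would give. Of the cuticle genes 18 were lower late by limma, 7 by edgeR and 1 with upper quartile scaling. The cuticle list summed to 17683 and 16277 in early, 7866 and 7804 in cytoplasmic and 18169 and 17195 in nuclear libraries. Averaging in the cytoplasmic extracts may thus give the low median, which does not decide for older embryos. The median was lower than in 10000 random lists, but these treat genes as independent, which they are not. All 2913 tested falls had a median of -0.23 with 15.3% higher late, which decides nothing, since other tested genes had -0.06 and 4.2%. The 680 genes that rose late had a median of -1.88 or lower in each mutant, which argues against this source for their falls, while loss of zygotic expression stays open, untested, for muscle and cuticle genes.

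In grp fs1 replicate 2, Mhc was at 1123 normalized counts, against 0.933 in replicate 1. If wt embryos or RNA were mixed in, muscle genes would put the share at 16.7%, but over 20 other RNAs the rise was 0.15 of that predicted (0.13 for 6 with at least 1000 in both early libraries), which did not decide it. A test added after its values were seen argues against RNA of the whole wt collection, since grp changed by -0.18 and AOX3 by -0.00 of the predicted rise. A few older wt embryos, or a true difference between the collections, stay open.

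Of 6592 RNAs with at least 50 normalized counts in both early libraries and not higher late, 616 changed at least 4-fold in grp fs1 and 608 in both Slbp mutants, 599 and 590 of them falls. Mutant chromosomes that differ from Oregon R are a candidate cause and would place these genes more often on chromosome 2 or 3. The odds ratio was 1.01 for chromosome 2 in grp fs1 (Fisher's exact test, two-sided p = 0.97) and 1.19 for chromosome 3 in the Slbp mutants (p = 0.04), short of the ratio above 2 predicted. Of the 20 exact tests of chromosomes, others gave 0.78 (p = 0.034) for X in grp fs1 and 0.70 (p = 0.0036) for X and 2.25 (p = 0.016) for chromosome 4 in the Slbp mutants. Neither predicted ratio decides, and older embryos, a candidate source of muscle RNA in the early libraries too, and an effect of the mutations stay open.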

How the results depend on the processing

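The ratio to the mean of the other groups, the crossed pairing, the fit without the muscle, nerve and cuticle lists, and the use of Table S1 for falls in the selections were chosen after seeing the data. No separate fit of only the groups compared exists for late against early embryos, which uses all 3 groups, and the promoter alternative was not run. Of 2333 values of named genes under other settings 2246 kept their direction and their side of the threshold, 50 no longer passed, 36 newly passed and 1 reversed (Stat92E in Slbp 10/12, -0.07 with upper quartile scaling), and leaving out 1 library gave 1973, 303, 24 and 0 of 2300. Total calls per comparison, selections and 4-fold falls kept within 1.5 times except for these and the ratio selections without 1 library, given below. At least 5 in every library, which removes genes that fell, gave 2240, 2382 and 3412 calls in grp fs1, Slbp 10/12 and Slbp 10/15 and 643 between the Slbp mutants (325 otherwise), where no filter gave 201, upper quartile scaling 183 and DESeq2 935. Leaving out 1 library gave 255 to 3453 calls for late against early embryos, 3283 to 7046 between extracts, 1878 to 4475, 2402 to 4978 and 3254 to 5956 in the mutants and 6 to 334 between the Slbp mutants. Such fits keep 1 library in a group, so that their calls also reflect a change in power. With a replicate block the counts were 1475, 5365, 4150, 4718, 5737, 3454 and 281, and crossing the pairs of extracts, whose deviations correlated at -0.514 by number, gave 6697. The early, late, cytoplasmic and nuclear selections were 2133, 664, 2233 and 3235 by the ratio to the other fraction, and 2133, 664, 1222 and 2892 by the ratio to the mean of the other groups, and their overlap 172 by limma and 436 by the latter. A wt mean of at least 50 left 904, 1007 and 969 falls (1119 in any) and no read threshold 3647, 4283 and 4191 (5069). Among all falls by limma the nuclear odds ratio reversed to 0.68 in Slbp 10/15. The early and late odds ratios reversed to 3.37, 3.18 and 3.27 and 5.66, 13.30 and 9.33 by the ratio to the mean of the other groups and to 4.73, 3.93 and 4.25 and 6.38, 31.32 and 16.18 with Table S1, and the late ones no longer passed without the muscle, nerve and cuticle lists (0.52, 0.63 and 0.61). Of gene list counts of at least 3 in either fit, 66 of 164 moved by over 1.5 times with at least 5 in every library (57 down), 51 of 162 with upper quartile scaling, 41 of 167 with DESeq2, 30 of 162 with edgeR, and at most 17 with each other alternative. In grp fs1, Slbp 10/12 and Slbp 10/15, early genes of Table S1 that fell went from 183, 206 and 255 to 73, 118 and 166 with DESeq2 and 7, 25 and 77 with at least 5 in every library. DESeq2 moved late ones from 229 to 140 in Slbp 10/15, muscle and cuticle genes in grp fs1 from 13 and 51 to 6 and 23, and histone genes higher than in the Slbp mutants from 12 to 3. With upper quartile scaling maternal axis genes that rose went from 5, 5 and 7 to 3, 2 and 3, maternal cell cycle genes from 7, 3 and 7 to 1, 0 and 0, and early genes that fell late from 234 to 131. In Slbp 10/12 and Slbp 10/15 that scaling took axis genes that fell from 3 and 4 to 6 and 8, and cell cycle genes from 0 and 2 to 6 and 5. EdgeR went the other way, with axis genes that rose from 5 to 9 in grp fs1 and in Slbp 10/12. Upper quartile scaling, over the genes above 0 in each library, can itself lower mutant values. Pearson's r on the log2 scale was 0.95, 0.94, 0.95 and 0.94 for the early, late, cytoplasmic and nuclear selections in grp fs1 and 0.93 in the Slbp mutants. On the scale of normalized counts r was 0.98, 0.98 and 0.97 for early and 0.64, 0.86 and 0.80 for late genes with Table S1, 0.97 to 0.99 by the ratio to the mean of the other groups, and 0.98 to 0.99 without 1 library. In camera at the preset correlation, the direction against all other genes, not the sign of the median, reversed with Table S1 for early (medians -2.54, -2.60 and -2.60) and late genes (-2.48, -3.45 and -2.88), and by the ratio to the mean of the other groups for the same (-1.10, -1.21 and -1.26, and -2.34, -3.00 and -2.72) and for cytoplasmic (-0.13) and nuclear genes (-1.63) in Slbp 10/15, while in Slbp 10/12 cytoplasmic genes (-0.04) no longer passed and nuclear genes (-1.75) newly passed (adjusted p = 9.6e-05, and 0.58 with an estimated correlation). Upper quartile scaling reversed it for late genes in the Slbp mutants (-0.35 and -0.43), and early (-0.31 and -0.37) and, in Slbp 10/15, cytoplasmic genes (-0.35) no longer passed. With an estimated correlation the nuclear medians of grp fs1 (-0.21) and Slbp 10/15 (-0.11) and those of Table S4 (-3.41, -3.74 and -3.86) no longer passed, and without 1 library the late median of grp fs1 was -0.10 to -0.09. Beyond the genes removed by a filter, the cause was not tested. With 2 libraries per group, changes of 1 log2 unit were often missed between extracts.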

Differences from the paper's values

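The ratio to the mean of the other groups was chosen after seeing the data. The paper's selections hold 2821 nuclear, 1187 cytosolic, 364 early and 360 late transcripts, and the written score here gave 8423, 8171, 9606 and 10286. Of the alternatives set before the data were examined, at least 5 in each group and exponents of 0.5 and 0.7 close none of these gaps. The ratio to the other fraction closes the nuclear one (3235, with 1700 of the 1998 listed genes), but not the others (2233, 2133 and 664). The ratio to the mean of the other groups, 1 of 12 combinations of filter and score looked at after seeing the values, closes the nuclear gap (2892, dropping 0 of 1998 listed genes) and the cytosolic gap (1222, dropping 1 of 1186), but not the early and late ones (2133 and 664). By that ratio the cytosolic count was 589 and 3278 without cytoplasmic and 1845 and 2708 without nuclear replicate 1 or 2. The nuclear count was 1065 without cytoplasmic replicate 2. The late count was 347 without early replicate 2 and 492 without nuclear replicate 1, nearer the paper's 360 than 664. Without early replicate 1 the late count was 183, far below the paper's. The early count moved further from the paper's 364, to 8992 and 4000 without early and 4389 and 5573 without nuclear replicate 1 or 2.

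Table S2 holds 243 nuclear and late genes in the paper, and the selections here shared 8398. Genes past limma in both tests, an alternative set before, number 172 and come within 1.5 times of that count, but hold only 77 of the genes of Table S2, while at least 5 in each group (6830) and the ratio to the mean of the other groups (436, with all 243) do not.

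The paper calls the overlap of the nuclear and late groups extensive. By limma it was 172 genes against 204 for independent lists and by the ratio to the mean of the other groups 436 against 186. Late genes higher in cytoplasmic extracts by limma numbered 188, against 217, so that the shortfall is not particular to nuclei. Averaging the log2 values of both extracts gives lower late levels to genes that differ between them. Both shortfalls may come from this and do not speak against the paper's overlap. The paper's own groups share 243 of its 360 late genes. The paper states that early transcripts were not severely compromised. The early genes of Table S1 had median log2 fold changes of -2.54, -2.60 and -2.60 in the mutants, those without a Caudal site -0.07, -0.43 and -0.95, and the selection by the written score -0.06, -0.07 and -0.13. That selection holds 9606 of 10335 genes, so that its medians describe nearly all genes. The early libraries hold muscle and nerve RNA (46610 normalized counts on average) and cuticle RNA. So do the late ones, with muscle and nerve sums of 10329 and 39094 in cytoplasmic and 57752 and 32386 in nuclear libraries. The paper calls the correlations of late transcripts weak. Pearson's r was 0.98 to 0.99 for the written score and 0.64, 0.86 and 0.80 for the late genes of Table S1, and on the log2 scale 0.93 to 0.94 and 0.82, 0.92 and 0.95. The written score took 10286 of 10335 genes as late, so that its r describes nearly all genes. Spearman's rho was 0.81, 0.90 and 0.93 for the late and 0.82, 0.84 and 0.82 for the early genes of Table S1. For late genes by the ratio to the mean of the other groups it was 0.77, 0.85 and 0.88.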

Other observations

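Of 9 genes of the p53 and apoptosis response 3 rose in grp fs1, among them p53 and Corp, a regulator of p53, by 0.66 and 0.88 on the log2 scale (adjusted p = 0.0015 and 9.7e-04 from limma). Another 3 fell, and fewer of these genes passed without grp fs1 replicate 1 or without wt replicate 2.

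Between extracts 72 of 128 snoRNAs and 15 of 22 snRNAs, both RNAs of the nucleus, were higher in cytoplasmic libraries by limma (snoRNAs 37 and 21 without nuclear replicate 1 or 2 and 33 with upper quartile scaling). Camera gave adjusted p = 0.7 for these and ribosomal protein genes with an estimated correlation.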
